A study of Homo sapiens with 2 samples.

How the data were processed

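Single-cell RNA sequencing was done on 2 libraries, a multilineage organoid library and a gut organoid library, both at day 100 of culture. The organoids came from WTC11, an established human induced pluripotent stem cell line, modified to carry GCaMP6f, a green fluorescent protein that reports calcium. Per the labels' protocols, both kinds of organoid were kept as spheroids in rotary suspension in the same medium with ascorbic acid, dissociated with trypsin, and made into droplet libraries with 10x 3-prime version 2 chemistry. The labels give no step that distinguishes the culture of the multilineage organoids from that of the gut organoids and they state sequencing on a NovaSeq to a minimum mean number of reads per cell.

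For each library the authors deposited a matrix of counts of unique molecular identifiers (UMIs) per gene and cell barcode, with its gene table and barcode list. The values were whole numbers and barcode totals differed, so they were read as raw counts without normalization. The aligner, the counting program, the genome build, the annotation and the way cells were called are not stated in the labels or the file headers. The lowest barcode total was 4906 UMIs in the multilineage library and 3245 in the gut library, so barcodes with few UMIs are not part of the deposited matrices. Both libraries share 1 gene table with 33694 identifiers, of which 33132 (98.3%) occur in GENCODE release 29. Coordinates were taken from that annotation by gene identifier, on the GRCh38 build.

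Barcodes with at least 500 genes and at most 30% mitochondrial UMIs were kept. Doublets were then called in each library with Scrublet (scanpy 1.11.5), at an expected rate of 0.8% per 1000 barcodes, and removed. The caller marked 65 barcodes (1.88%, against 2.79% given to it as the prior rate) in the multilineage library and 8 (0.412%, against 1.57%) in the gut library, so it marked less than the prior rate in both libraries. Kept cells of both libraries were clustered together without batch correction. Counts were scaled to 10000 per cell and log-transformed, and the 2000 most variable genes seen in at least 10 cells were used, with mitochondrial and ribosomal protein genes left out. Clusters came from 30 principal components, 20 nearest neighbours and the Leiden method at resolution 1 with random seed 0 (leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0). No correction for free RNA was applied to the counts.

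Clusters were named from marker genes for 22 cell classes that were fixed before the data were examined, as were the filters, the gene lists and the rule for naming genes. The rule that turns markers into names was set after the clusters had been seen. A cluster took a class when at least 3 of its markers were each seen in at least 10% of its cells and raised at least 2-fold over all other cells, the class with the largest share of raised markers winning. A pseudocount of 10 CPM entered these ratios. A cluster stayed unnamed when its 10 leading genes held more markers of another class, or when its cells were shallow and no marker of its own led. Cycling genes among the leading genes did not count against a name, and a cluster was called cycling only when no other class had 3 raised markers. Raising over the median cluster was also looked at and not used, and a limit of 1.5-fold was run as an added alternative. The markers MUC2 and CNMD have no entry under those symbols in the gene table and were not used here. Clusters with too few raised markers, or with leading genes of another class, held 102 multilineage cells (3.00%) and 372 gut cells (19.2%).

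Each group has 1 library, so no test between groups was run. Counts were summed over the kept cells of a library, or of a class in a library, and scaled to the total of those cells (CPM). Ratios are multilineage over gut, with a count below 3 set to 3, and genes with at least 100 UMIs in the higher library were considered. Within a class the minimum was 50 UMIs, and both libraries needed at least 50 cells. The higher CPM also had to reach 0.25 of the highest CPM over the named classes of that library. This free RNA condition was meant to keep free RNA of other named classes out. Unnamed and cycling cells did not enter it, so free RNA of the 372 unnamed gut cells (19.2%) is not kept out. Genes at least 4-fold apart were counted. The text names the 5 genes with the largest fold in each direction between the libraries, the 3 in each direction within a class, and genes of the fixed lists, passing over genes known only by a clone name. The result for 1 gene named by this rule is not reported here. A gene list's median log2 ratio was given when at least 3 of its genes had 10 or more UMIs, with its percentile among 10000 random lists of the same size drawn from 20 bins of mean expression. Shares carry exact Clopper-Pearson 95% intervals and count ratios exact conditional 95% intervals. To compare genes per cell and cycling cells across depths, each cell was thinned to 2000 UMIs, which left out 0 cells.

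The steps were tested on simulated data. For the whole libraries, 22923 genes were drawn from the real means with 200 genes changed 8-fold, and 200 were recovered with 0 false calls. Of 200 simulated lists of unchanged genes, 8 fell outside the middle 95%. For the fibroblast-like comparison 200 of 200 changed genes were recovered among 19510 genes with 0 false calls. For the intestinal epithelium-like comparison it was 200 of 200 among 18001 genes with 2 false calls. In these runs the changed genes were drawn from genes well above the UMI minimum. Counts had counting error only, and the free RNA condition was not applied. These are easy cases that say nothing of genes near the minimum. Cells drawn from the mean profiles of the 20 clusters were returned to 20 clusters with 100% of 5335 cells in the same class, which is an easy case because the means came from those clusters. Computation used python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and anndata 0.12.19, and plots were drawn with matplotlib 3.10.9.

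Alternatives covered the mitochondrial limit (10% or none), the gene minimum (1000 or none), keeping called doublets, the resolution (0.5 or 2), 4000 variable genes, 15 principal components, another random seed, each library clustered on its own, genes centred within each library, and classes from markers per cell without clustering. For ratios they covered scaling without mitochondrial and ribosomal genes, scaling to the median gene, the mean of each cell's CPM, thinning, the UMI minimum, the fold limit and the free RNA condition. A restriction to the intestinal cluster shared by both libraries was added after the data had been seen. A value moved when it left its 95% counting interval, for list medians taken from 100 Poisson draws, and a count of genes moved when it changed by more than 1.5 times.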

Results

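Gene expression was measured in single cells of 2 kinds of day 100 organoid grown from the same human stem cell line, 1 called multilineage and 1 called gut. Each kind is represented by 1 library. There are no replicate libraries, so every difference below is a difference between 2 libraries, and every interval covers counting error only. The multilineage library held 3482 barcodes with 33704957 UMIs and the gut library 1960 barcodes with 24744714 UMIs. Left out were 18 multilineage and 16 gut barcodes over the mitochondrial limit, and 65 and 8 called doublets. The gene minimum was missed by 0 and 1 barcodes, and that gut barcode was also over the mitochondrial limit. This left 3399 multilineage and 1936 gut cells. The median was 7434 UMIs and 2312 genes per multilineage cell and 11635.5 UMIs and 2689 genes per gut cell. With every cell thinned to 2000 UMIs the order was the opposite, with a median of 903 genes in the multilineage library and 790 in the gut library. Over the alternatives for filtering cells, the lowest numbers came with a mitochondrial limit of 10%, at 3211 multilineage and 1756 gut cells. Mitochondrial transcripts took 5.61% of the UMIs of kept multilineage cells and 6.06% of those of gut cells. Ribosomal protein transcripts took 27.6% and 37.4%.

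The first comparison asked which cell classes each kind of organoid held. Clustering gave 20 clusters, of which 18 were named. Cardiomyocyte-like cells were 25.6% [24.1, 27.1] of the multilineage library (869 of 3399 cells), and 1 of 1936 cells in the gut library (0.0517%, [0.00131, 0.287]). Smooth muscle-like cells were 33.7% [32.1, 35.3] of multilineage and 1.86% [1.31, 2.57] of gut cells. Fibroblast-like cells were 25.01% [23.6, 26.5] and 43.5% [41.3, 45.8], and intestinal epithelium-like cells 8.59% [7.67, 9.58] and 6.20% [5.17, 7.37]. Gastric epithelium-like cells were 0.265% (9 cells) of the multilineage library and 18.2% [16.5, 20.0] (353 cells) of the gut library. Endothelial-like cells were 0.118% (4 cells) and 4.34% [3.48, 5.34]. Goblet-like cells were 0.235% (8 cells) and 1.60% (31 cells), and enteroendocrine-like cells 0.941% and 1.65%, with 32 cells in each library and overlapping intervals of [0.645, 1.33] and [1.13, 2.33]. Pancreatic-like cells were 2.48% [1.83, 3.27] of the gut library (48 cells) and 0 of 3399 multilineage cells, with an exact interval of [0, 0.108] and a floor of 3 cells at 0.0883%. With called doublets kept, 1 multilineage cell (0.0289%) joined that class. A cluster led by cycling genes held 2.59% (88) of multilineage and 0.826% (16) of gut cells.

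**Figure D1:**
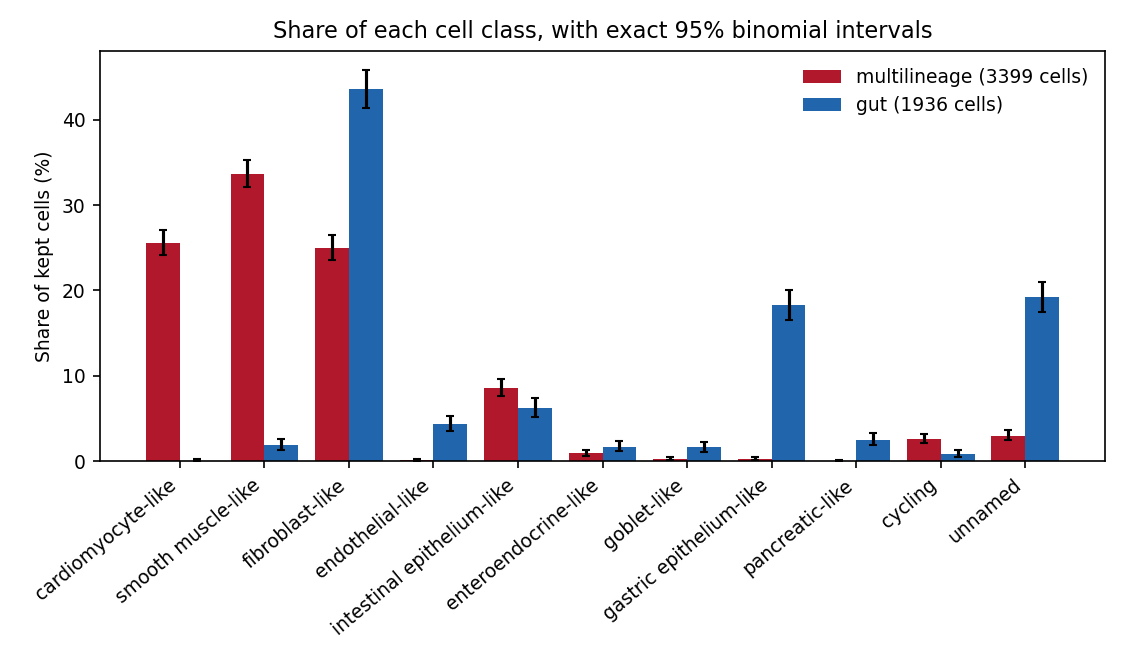
Share of kept cells (%) in each cell class, with bars for the multilineage library (3399 cells) and the gut library (1936 cells) and exact 95% binomial intervals. Cardiomyocyte-like and smooth muscle-like cells were 25.6% and 33.7% of the multilineage library and under 2% of the gut library, while gastric epithelium-like cells were 18.2% of the gut library.

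These shares depended on how cells were clustered. The multilineage cardiomyocyte-like share ranged from 11.4% to 39.7% over 14 alternatives and was 18.7% with another random seed, when 232 cells of 1 cluster of 421 multilineage cells were called smooth muscle-like. The multilineage fibroblast-like share ranged from 14.2% to 60.8%, and the gut gastric epithelium-like share from 1.76% to 40.2%. The direction between the libraries held in 14 of 14 alternatives for the cardiomyocyte-like, smooth muscle-like, endothelial-like, goblet-like, enteroendocrine-like, gastric epithelium-like and pancreatic-like shares. It held in 13 of 14 for fibroblast-like cells, where classing cells by markers without clustering gave 60.8% and 46.5%. For intestinal epithelium-like cells it held in 12 of 14. Clustering each library on its own gave 3.12% and 12.9%, and classing by markers gave 8.94% and 20.2%, so no order of this share is read here.

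Unnamed clusters held 3.00% (102) of multilineage and 19.2% (372) of gut cells. Cluster 4, with 372 gut and 3 multilineage cells, had under 3 raised markers of any class, and 92.8% of its cells had an EPCAM UMI (EPCAM is an epithelial surface gene), against 2.27% of endothelial-like cells. The median depths were 15908 and 13351 UMIs. Cluster 14, with 99 multilineage cells and 0 gut cells, had 8 of 9 fibroblast markers raised. It stayed unnamed because its leading genes held the pericyte marker RGS5 and no fibroblast marker. RGS5 is also among the leading genes of smooth muscle-like cluster 0, so no pericyte identity is read. Clusters in which at least 50% of cells had an EPCAM UMI numbered 7 and held 10.1% [9.13, 11.2] of multilineage and 49.4% [47.1, 51.6] of gut cells. Most clusters came almost entirely from 1 library, and such a cluster can stand for the library in place of a cell type. The clusters with a sizeable part from both were cluster 6 of intestinal epithelium-like cells (290 multilineage and 67 gut cells), cluster 10 of smooth muscle-like cells (267 and 28), the cycling cluster 13 (88 and 16), the enteroendocrine-like cluster 16 (32 and 32) and the goblet-like cluster 19 (8 and 31). The fibroblast-like cells split almost fully by library, with 513 and 325 multilineage cells beside 7 and 17 gut cells in clusters 1 and 8, and 5, 0 and 7 multilineage cells beside 346, 252 and 221 gut cells in clusters 7, 11 and 12.

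**Figure D2:**
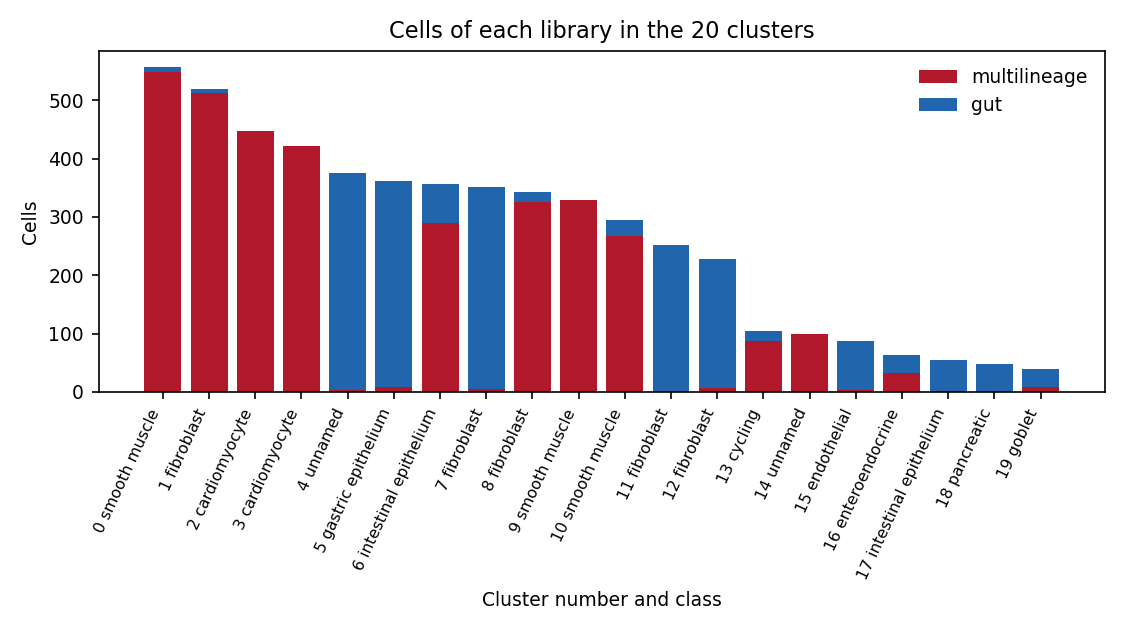
Number of kept cells in each of the 20 clusters, with stacked bars for multilineage and gut cells and the class each cluster was given. Most clusters came almost entirely from 1 library, while cluster 6 held 290 multilineage and 67 gut cells and cluster 16 held 32 of each.

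Between the whole libraries, 12473 genes had enough UMIs to be considered. Of these, 737 were at least 4-fold higher in the multilineage library and 367 at least 4-fold higher in the gut library. The count moved most with a minimum of 1000 UMIs, to 221 and 88, and with each cell thinned to 2000 UMIs it was 443 and 201. The median log2 ratio of genes measured in both libraries was 0.21, and 0.27 and -0.10 within the fibroblast-like and intestinal epithelium-like cells, so ratios near these values are not read as changes. Across genes, which are not independent replicates, Pearson's correlation of log2 CPM between the libraries was 0.764.

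With genes known only by a clone name passed over, the 5 largest folds towards the multilineage library were in genes of striated muscle, all protein coding. MYL7, CSRP3, MYH6, TNNI1, MB and the pancreatic enzymes below are also among the markers or leading genes of clusters. Their folds therefore restate the class shares. REG1A is among the leading genes of cluster 4, which was left unnamed, so its fold is not separate from the clusters either. MYL7 (chromosome 7, 44138864 to 44141332) had 62550 multilineage UMIs (1915 CPM) and 6 gut UMIs (0.245 CPM), a fold of 7799 [3583, 21253]. CSRP3 (chromosome 11, 19182037 to 19210571) had 12400 multilineage UMIs against 1 gut UMI, a ratio with an interval of [1665, 366438]. MYH6 (chromosome 14, 23381990 to 23408277) had 11298 against 4 UMIs, a fold of 2113 [825, 7757]. MYH6 lies beside MYH7 and is similar to it in sequence, so reads may be split between them, and its value is uncertain to that extent. TNNI1 (chromosome 1, 201403768 to 201429866) had 21402 against 10 UMIs, a fold of 1601 [870, 3339]. MB (chromosome 22, 35606764 to 35637951) had 3497 against 2 UMIs, with an interval of [362, 10806].

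The 5 largest folds towards the gut library were in protein-coding genes of secretion. REG1A (chromosome 2, 79120362 to 79123419) had 86480 gut UMIs (3538 CPM) and 1 multilineage UMI, with an interval of [20747, 4565870] for the ratio. Clusters 4, 5 and 18 held 44975, 13735 and 23352 of these REG1A UMIs. A UMI of REG1A was seen in 61.4% of gut fibroblast-like cells at 124 CPM, so shares of cells with this gene are not read. PRSS2 (chromosome 7, 142760398 to 142774564) had 13509 gut UMIs and 0 in the multilineage library, at least 6019-fold higher against a floor of 3 counts per library. PRSS1 (chromosome 7, 142749468 to 142753076) had 8087 against 4 UMIs, a fold of 2702 [1055, 9921]. CTRB2 (chromosome 16, 75204096 to 75207185) had 8537 against 1 UMI, with an interval of [2048, 450774]. CLPS (chromosome 6, 35794982 to 35797344) had 6894 against 3 UMIs, with an interval of [1051, 14899]. REG1A, PRSS1, PRSS2 and CTRB2 have near-identical copies and are uncertain to that extent. With called doublets kept, the log2 ratio of CTRB2 went from -11.89 to -7.08 and that of CLPS from -11.58 to -9.87, so these folds depend on the removal of called doublets.

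The 13 cardiomyocyte markers had a median log2 ratio of 8.27 and the 8 smooth muscle markers 5.47, both above all 10000 matched random lists. The percentiles quoted describe these libraries only. The medians were 1.95 for pericyte markers (percentile 99.9), 1.90 for skeletal muscle (98.8, 3 genes), 0.73 for enteroendocrine (94.8), 0.55 for mesothelial (66.5), 0.53 for cycling (83.0), 0.42 for intestinal epithelium (85.5), 0.38 for fibroblast (85.3), 0.26 for chondrocyte (44.1) and 0.26 for neuron (35.3). Towards the gut library they were -5.95 for gastric epithelium, -5.16 for pancreatic, -2.82 for squamous epithelium (3 genes), -2.67 for endothelial, -2.25 for hepatocyte and -1.57 for goblet, all at or under percentile 0.055. The glia (-0.47) and pluripotent (-0.50) medians lay at percentiles 12.1 and 17.6. The airway, immune and adipocyte lists had fewer than 3 genes with enough UMIs. The intestinal epithelium list reversed to -0.44, the mesothelial list to -0.05 and the chondrocyte list to -0.58 when each cell's CPM was averaged in place of summing counts, so no direction is read for these 3. The mean log2 ratio had the opposite sign to the median for the mesothelial (-0.01), glia (0.26) and chondrocyte (-0.15) lists. For the enteroendocrine list the summed level went against the median, with 643 CPM in the multilineage and 2254 CPM in the gut library.

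Of the other fixed lists, the cardiac ones were higher in the multilineage library. The median was 5.86 for 5 ventricular genes, 3.95 for 8 cardiac transcription factors, 3.38 for 7 nodal and 2.57 for 7 atrial genes, each at percentile 100. NKX2-5 had 59.2 CPM against 2.33, a fold of 25.4 [19.5, 33.6], and TBX5 34.4 against 1.27 CPM. GATA4 differed less, with 40.01 against 16.0 CPM. HOX genes were higher as well, with 1.37 for paralogs 1 to 5 (percentile 99.4), 2.24 for 6 to 9 (100) and 2.45 for 10 to 13 (99.9). The medians were 1.52 for enterocyte genes (percentile 100), 1.07 for distal gut (92.6), 0.93 for heat shock and immediate early genes (99.9), 0.67 for hypoxia and glycolysis (97.2), 0.55 for extracellular matrix (98.5), 0.53 for intestinal stem (81.3) and 0.48 for gut niche ligands (70.4). Paneth genes (3 genes) were at -2.60 and proximal gut genes at -1.44, both under percentile 0.2. REG3A and LYZ of the Paneth list were among the leading genes of unnamed cluster 4, with PGC and MUC6 of the gastric epithelium list. The Paneth median is therefore not separate from that cluster and is not read as Paneth cells. The intestinal stem median reversed to -0.32 under the mean of each cell's CPM, and the summed level of its genes was 542 against 1496 CPM, so no direction is read.

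**Figure D3:**
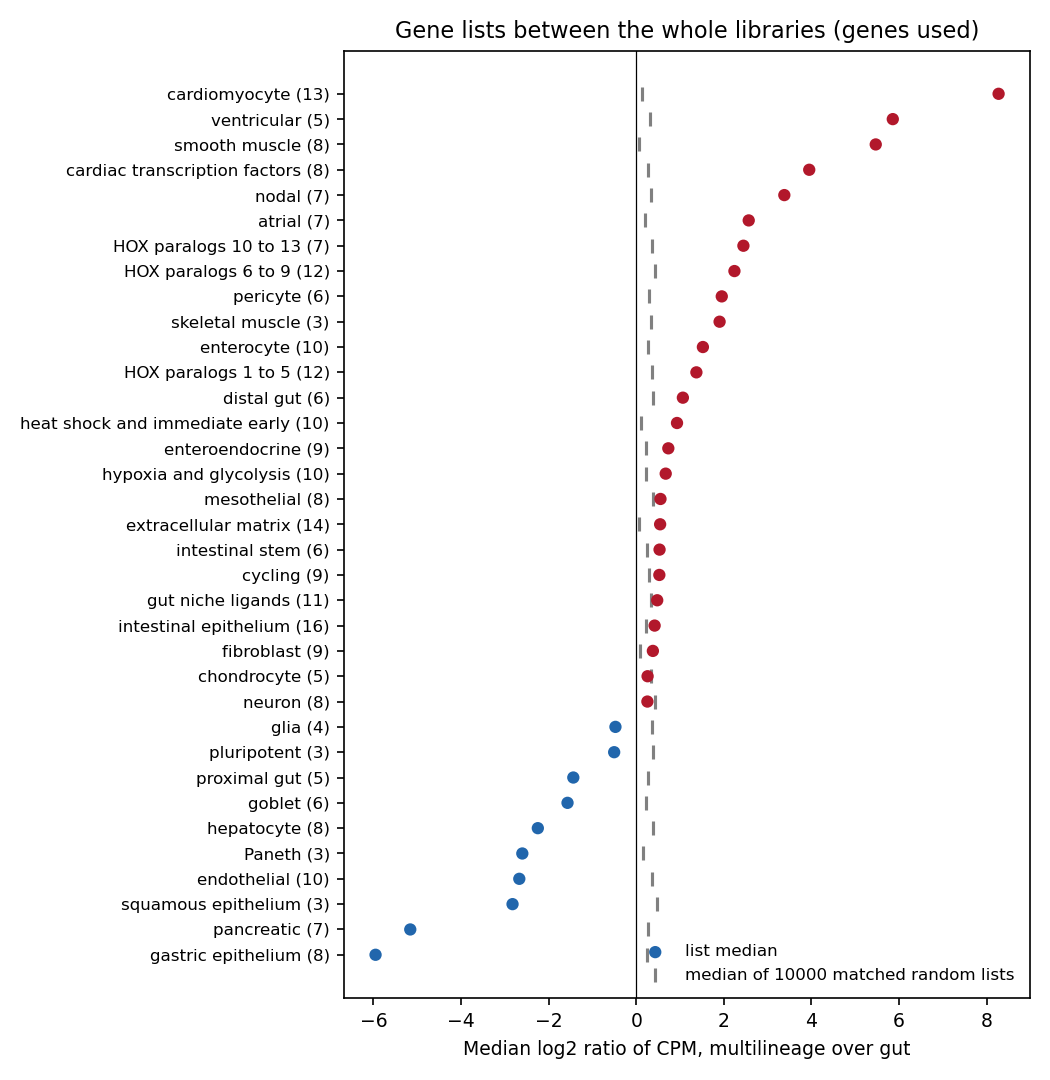
Median log2 ratio of CPM (multilineage over gut) of each fixed gene list between the whole libraries, with grey ticks at the median of 10000 matched random lists and the number of genes used in brackets. Medians ran from -5.95 for gastric epithelium markers to 8.27 for cardiomyocyte markers. Under the mean of each cell's CPM the intestinal epithelium, mesothelial, chondrocyte and intestinal stem medians change sign.

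Cardiac isoform shares were measured in the 869 cardiomyocyte-like multilineage cells, since the gut library held 1 such cell. MYH7 made up 8.86% [8.35, 9.38] of the UMIs of MYH6 and MYH7. TNNI3 made up 13.8% [13.4, 14.3] of those of TNNI1 and TNNI3. MYL2 had 3 UMIs beside 56340 of MYL7, a share of 0.00532% [0.00110, 0.0156]. The 2 cardiomyocyte-like clusters differed. TNNI3 took 16.5% [15.9, 17.1] in cluster 2 and 5.93% [5.32, 6.58] in cluster 3, and MYH7 9.53% [8.96, 10.1] and 5.79% [4.84, 6.87]. Averaging each cell's share gave 10.7% for TNNI3, the alternative that moved it most.

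Within the fibroblast-like class (850 multilineage and 843 gut cells, 7079904 and 8786993 UMIs), 8747 genes were considered, of which 118 were at least 4-fold higher in the multilineage library and 48 in the gut library. With scaling to the median gene these were 74 and 69, so the part of the calls that was higher in the multilineage library fell from 71.1% to 51.7%. Without mitochondrial and ribosomal genes it was 59.6%. Of the 118 genes 51 were still called without a mitochondrial limit, where the total was 78. Among genes that passed the free RNA condition, the largest folds towards the multilineage library were in PRG4 (chromosome 1, 186296279 to 186314562; 114 and 0 UMIs, at least 47.2-fold), CALB2 (chromosome 16, 71358713 to 71390438; 97 and 0 UMIs, at least 40.1-fold) and PAGE4 (chromosome X, 49829260 to 49833973; 80 and 3 UMIs, interval [10.9, 164]). The floor is 3 counts over the class. The size of these folds depends on the processing. Over the alternatives the log2 ratio of PRG4 ranged from 4.48 to 5.38, against 5.56 here. That of CALB2 ranged from 3.48 to 5.96 (5.33 here) and that of PAGE4 from 4.78 to 5.38 (5.05 here). PRG4 was seen in 18 of 850 cells and CALB2 in 6 of 850, with 55 of the CALB2 UMIs in 1 cell. In cardiomyocyte-like cells, at a median of 6835 UMIs against 7137.5, PRG4 and CALB2 were seen in 0 and 1 of 869 cells. Towards the gut library the largest folds were in CSTA (chromosome 3, 122325244 to 122341972; 253 and 0 UMIs, at least 67.9-fold), SLC14A1 (chromosome 18, 45687025 to 45752520; 503 and 6 UMIs, fold 67.5 [30.8, 185]) and SCRG1 (chromosome 4, 173384701 to 173406380; 1647 and 41 UMIs, fold 32.4 [23.8, 45.3]). SLC14A1 and SCRG1 are among the leading genes of clusters 7 and 12. These clusters held 346 and 221 gut cells beside 5 and 7 multilineage cells. Over the alternatives the log2 ratio of CSTA ranged from -6.36 to -5.34, against -6.09 here. That of SLC14A1 ranged from -7.01 to -6.25 (-6.08 here) and that of SCRG1 from -5.29 to -4.33 (-5.02 here).

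In the same cells the HOX lists of paralogs 1 to 5 and 6 to 9 had medians of 1.73 and 2.04 (both percentile 100), with 4 of 9 and 3 of 8 genes at the floor in the gut library. Paralogs 10 to 13 were at 0.48 (63.1). With at least 50 UMIs per gene the first of these medians fell to 0.42. HOXA3 had 37 multilineage and 3 gut UMIs, a ratio with an interval of [4.85, 77.6], and HOXA7 36 against 4, a fold of 11.2 [4.004, 43.2]. HOXB2 differed little, with 40.7 against 36.5 CPM. The medians of extracellular matrix (0.59, percentile 99.6), hypoxia and glycolysis (0.58, 91.4) and heat shock and immediate early genes (0.54, 97.1) were above the median gene. The last fell to 0.10 with called doublets kept, a setting in which 325 multilineage cells of cluster 8 were left unnamed. Without a mitochondrial limit, where 323 of them were left unnamed, it fell to 0.13. This fall is therefore not read as an effect of doublets. The nodal (1.58, 99.2) and ventricular (1.504, 98.3) medians rest on 3 genes each. In each list 1 gene was far below its level in multilineage cardiomyocyte-like cells, SHOX2 at 3.53 against 189 CPM and HSPB7 at 17.1 against 800 CPM, and is not read as expression. The ventricular median is the ratio of MYL3, with 16 multilineage and 7 gut UMIs, and is not read either. TBX3 (104 against 34.8 CPM), TBX18 (16.4 against 5.92) and HEY2 (15.3 against 2.39) were higher in the multilineage than the gut fibroblast-like cells, and in the multilineage library above their 37.3, 10.5 and 0.154 CPM in cardiomyocyte-like cells. Between percentiles 16.1 and 63.2 lay the cardiac transcription factor (0.33, 46.7), atrial (0.31, 63.2), gut niche (0.24, 36.6), enterocyte (0.23, 42.2), distal gut (0.16, 33.2) and proximal gut (-0.09, 16.1) medians, of which the enterocyte, distal gut and gut niche medians fell to -0.05, -0.11 and -0.03 with scaling to the median gene, and the proximal gut median rose to 0.07 with called doublets kept. The intestinal stem median was -0.53 (1.07) and reversed to 0.04 with at least 50 UMIs per gene. The Paneth median was -3.20 (3 genes, percentile 0), at a level of 105 CPM in gut fibroblast-like cells against 2513 CPM in the whole gut library, and is not read as expression.

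Within the intestinal epithelium-like class (292 multilineage cells with a median of 24290 UMIs, 120 gut cells with 13823), 5637 genes were considered. At least 4-fold higher were 62 genes in the multilineage library and 42 in the gut library. Thinned to 2000 UMIs, the median was 744.5 genes in multilineage and 738.5 in gut cells. In the shared cluster alone the counts were 43 and 10, with 26 of the 43 and 8 of the 10 shared with those of the whole class. Of the 120 gut cells, 53 belong to a cluster with 2 multilineage cells. Among genes that passed the free RNA condition, the largest folds towards the multilineage library were in MT1B (chromosome 16, 56651899 to 56653204; 1508 and 3 UMIs, interval [38.9, 552]), APOA2 (chromosome 1, 161222292 to 161223631; 1233 and 2 UMIs, interval [38.6, 1154]) and LCN15 (chromosome 9, 136759634 to 136766255; 2856 and 27 UMIs, fold 23.9 [16.4, 36.4]). All 27 gut UMIs of LCN15 came from 1 cell. MT1B has near-identical copies and is uncertain to that extent. Folds towards the gut library included UPK1B (chromosome 3, 119173517 to 119205153; 67 and 3 UMIs, interval [32.3, 490]) and GCNT3 (chromosome 15, 59594875 to 59640239; 64 and 2 UMIs, interval [37.6, 1192]). In the shared cluster the log2 ratios of UPK1B and GCNT3 shrank to -3.80 and -4.38.

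Among the lists, the intestinal stem median was 0.88 (percentile 99.9), with LGR5 at 39.0 against 13.7 CPM, a fold of 2.84 [1.87, 4.50]. LGR5 was seen in 42.1% of the multilineage and 14.2% of the gut cells unthinned, and in 6.85% and 4.17% thinned, against 0.118% and 0.119% of fibroblast-like cells unthinned at median depths of 7137.5 and 9479 UMIs. The proximal gut median was -1.93 (percentile 0), with ONECUT2 at 23.3 against 232 CPM and PDX1 at 6.48 against 24.6 CPM. CDX2 was at 94.3 against 101.3 CPM. Hypoxia and glycolysis genes were at 0.83 (percentile 100) and heat shock and immediate early genes at 0.50 (99.9). The extracellular matrix median of 1.504 (percentile 100) comes from genes whose level in these cells, 799 and 256 CPM, was far below the 43448 and 26556 CPM of fibroblast-like cells, and is not read as expression. The enterocyte median was -0.10 (38.2), with a mean of 0.05, and reversed to 0.64 under the mean of each cell's CPM. At 1747608 gut UMIs the floor is high. The HOX paralogs 1 to 5 (0.39, 95.2), paralogs 6 to 9 (0.97, 99.6), gut niche (0.44, 95.5), cardiac transcription factor (-0.26, 36.8), distal gut (-0.42, 16.6) and atrial (-0.07, 39.9) medians had 5, 3, 4, 2, 1 and 1 genes at the floor in the gut library and are not resolved at this depth. The ventricular, nodal, Paneth and HOX 10 to 13 lists had fewer than 3 genes with enough UMIs.

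Cycling cells, counted as cells with UMIs of at least 2 cycling markers after thinning, were 2.35% [1.87, 2.92] of the multilineage and 2.17% [1.57, 2.92] of the gut library, and 4.59% and 4.39% unthinned. At this setting the intervals overlapped. Counting cells with at least 1 marker moved the shares most, to 6.15% and 4.65%, and the cycling cluster took 2.59% [2.08, 3.18] and 0.826% [0.473, 1.34], so equality of the libraries is not read from this count. Within fibroblast-like cells they were 0.588% [0.191, 1.37] and 0.474% [0.129, 1.21], and 2.24% and 2.37% unthinned. Within intestinal epithelium-like cells they were 1.71% [0.558, 3.95] and 4.17% [1.37, 9.46], with overlapping intervals and the opposite order unthinned (7.88% and 6.67%), so no order is read. Smooth muscle-like and cardiomyocyte-like multilineage cells were at 0.349% (4 cells) and 0.115% (1 cell), and gut endothelial-like cells at 8.33% [3.42, 16.4] (7 of 84 cells). Of gut gastric epithelium-like cells 0.850% (3 of 353) were counted, and of the unnamed cells 0.980% in the multilineage and 0.538% in the gut library. Most counted multilineage cells, 64 of 80, were in the cycling cluster.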

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

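A total of 938 comparisons set 132 reported values against an alternative. Of these, 684 stayed within the counting interval or within 1.5 times a count, 225 moved and 29 reversed. Dropping the gene minimum left the kept cells and clusters as they were. Its comparisons, which are also among the alternatives of each class share, could therefore not move. The limit of 1.5-fold on markers and the restriction to the shared intestinal cluster were chosen after seeing the data. The other alternatives were fixed before the data were examined. No paired analysis was possible because each group has 1 library, and for the same reason no library could be left out. Median UMIs and median genes per cell did not move in 10 and 10 comparisons. The log2 ratios of the 22 named genes kept their direction in 116 comparisons, with 48 moved. A share in the multilineage library and its partner in the gut library are both given as reversed where their order changed. Shares below are percentages of a library's kept cells in a class, list medians are log2 ratios of multilineage over gut, and gene counts are genes at least 4-fold apart. Values not given here stayed within those limits or belong to single genes.

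With a mitochondrial limit of 10%, the kept cells were 3211 multilineage cells and 1756 gut cells. The shares were multilineage cardiomyocyte 23.9%, gut cardiomyocyte 0%, multilineage fibroblast 15.1%, multilineage intestinal epithelium 7.10%, gut intestinal epithelium 2.56% and multilineage unnamed 14.6%. Without a mitochondrial limit, the kept cells were 1946 gut cells. The shares were multilineage fibroblast 14.3% and multilineage unnamed 13.5%. The gene counts (fibroblast) were 78 higher in multilineage. The list medians (fibroblast) were nodal 1.39, proximal gut 0.057 (reversed), gut niche ligands 0.62, extracellular matrix 0.73 and heat shock and immediate early 0.13. With at least 1000 genes per cell, the kept cells were 1915 gut cells. With called doublets kept, the kept cells were 3464 multilineage cells. The shares were multilineage fibroblast 14.2% and multilineage unnamed 13.3%. The list medians (fibroblast) were nodal 1.29, proximal gut 0.073 (reversed), gut niche ligands 0.62, extracellular matrix 0.73 and heat shock and immediate early 0.10. The counted cycling shares were multilineage smooth muscle 0.0859% and gut fibroblast 0.121%. The fall of the multilineage fibroblast-like share under both mitochondrial alternatives and with doublets kept followed cluster 8. It was left unnamed, whole or in part, in 8 of 13 settings, and in these COL9A1, a chondrocyte marker, was among its 10 leading genes. Without a mitochondrial limit and with doublets kept, the fibroblast-like values came from a class without 323 and 325 multilineage cells of cluster 8. The limit of 10% removed 38 gut cells of cluster 17 and 13 of cluster 6, and 62 multilineage cells of cluster 6, from the intestinal epithelium-like class. For the remaining values the cause was not tested.

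At resolution 0.5, the shares were multilineage fibroblast 27.9%, gut intestinal epithelium 3.46%, gut gastric epithelium 40.2%, multilineage unnamed 0% and gut unnamed 0%. At resolution 2, the shares were multilineage cardiomyocyte 19.7%, gut cardiomyocyte 0%, multilineage smooth muscle 39.6%, multilineage fibroblast 19.6% and multilineage unnamed 8.44%. With random seed 1, the shares were multilineage cardiomyocyte 18.7%, gut cardiomyocyte 0% and multilineage smooth muscle 40.5%. With 4000 variable genes, the shares were multilineage fibroblast 15.2%, gut cycling 1.39% and multilineage unnamed 12.7%. With 15 principal components, the shares were multilineage fibroblast 19.5%, gut intestinal epithelium 3.93%, multilineage goblet 0.588%, gut goblet 5.11%, multilineage gastric epithelium 0.0883%, gut gastric epithelium 15.7%, gut cycling 1.39% and multilineage unnamed 8.53%. With genes centred within each library, the shares were multilineage fibroblast 15.5%, gut intestinal epithelium 2.79%, multilineage unnamed 12.5% and gut unnamed 22.6%. With random seed 1 and at resolution 2, 232 and 201 multilineage cells of cluster 3 changed from cardiomyocyte-like to smooth muscle-like. At resolution 0.5, 372 gut cells of cluster 4 and 53 of cluster 17 joined the gastric epithelium-like class, and cluster 14 became fibroblast-like. With 15 principal components, 51 gut cells of cluster 17 became goblet-like and 58 of cluster 5 were left unnamed. With genes centred within each library, 62 gut cells of cluster 6 were left unnamed. For the remaining values the cause was not tested.

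With each library clustered on its own, the shares were multilineage cardiomyocyte 11.4%, gut cardiomyocyte 0%, multilineage endothelial 0%, multilineage intestinal epithelium 3.12% (reversed), gut intestinal epithelium 12.9% (reversed), multilineage goblet 0%, multilineage gastric epithelium 0%, gut gastric epithelium 8.57%, gut cycling 1.498%, multilineage unnamed 24.1% (reversed) and gut unnamed 21.7% (reversed). With markers raised 1.5-fold, the shares were multilineage cardiomyocyte 28.2%, gut cardiomyocyte 0.878%, multilineage cycling 0% and gut cycling 0%. With classes from 3 markers per cell, the shares were multilineage cardiomyocyte 39.7%, multilineage smooth muscle 65.7%, gut smooth muscle 3.72%, multilineage fibroblast 60.8% (reversed), gut fibroblast 46.5% (reversed), gut endothelial 2.01%, multilineage intestinal epithelium 8.94% (reversed), gut intestinal epithelium 20.2% (reversed), multilineage gastric epithelium 0%, gut gastric epithelium 1.76%, multilineage cycling 1.79%, gut cycling 1.39% and TNNI3 in TNNI3 and TNNI1 13.1%. With markers raised 1.5-fold, the changes come from cluster 13 (88 multilineage and 16 gut cells), which took the cardiomyocyte name although its leading genes are cycling genes, because cycling genes do not count against a name. These cells are not read as cardiomyocytes. With each library clustered on its own, 420 cells of cluster 3 and 63 of cluster 2 were left unnamed in place of cardiomyocyte-like, as were 184 multilineage cells of cluster 6 and 194 gut cells of cluster 5, while 138 gut cells of cluster 4 became intestinal epithelium-like. A cell can count in more than 1 class when classes come from markers per cell. For the remaining values of these settings the cause was not tested.

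Thinned to 2000 UMIs, the gene counts (whole library) were 443 higher in multilineage and 201 higher in gut. With at least 10 UMIs, the gene counts (whole library) were 1296 higher in multilineage and 760 higher in gut. With at least 1000 UMIs, the gene counts (whole library) were 221 higher in multilineage and 88 higher in gut. At 2-fold, the gene counts (whole library) were 2136 higher in multilineage and 958 higher in gut. Without the free RNA condition, the gene counts (fibroblast) were 80 higher in gut. The gene counts (intestinal epithelium) were 137 higher in multilineage. With at least 200 UMIs per gene in a class, the gene counts (fibroblast) were 35 higher in multilineage and 28 higher in gut. The gene counts (intestinal epithelium) were 16 higher in multilineage and 16 higher in gut. Of the 443 and 201 genes called after thinning, 388 and 122 were among the 737 and 367. Changes under other limits follow from how many genes could be counted, and for thinning the cause was not tested.

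With CPM without mitochondrial and ribosomal genes, the list medians (whole library) were cardiomyocyte 8.03, smooth muscle 5.23, fibroblast 0.14, pericyte 1.71, intestinal epithelium 0.18, goblet -1.81, enteroendocrine 0.49, neuron 0.016, cycling 0.29, ventricular 5.62, intestinal stem 0.29, Paneth -2.84, distal gut 0.83, gut niche ligands 0.24, extracellular matrix 0.31, hypoxia and glycolysis 0.43 and heat shock and immediate early 0.69. The list medians (fibroblast) were nodal 1.41, distal gut -0.016 (reversed), extracellular matrix 0.42, hypoxia and glycolysis 0.40 and heat shock and immediate early 0.36. The list medians (intestinal epithelium) were heat shock and immediate early 0.42. With scaling to the median gene, the list medians (whole library) were cardiomyocyte 8.07, smooth muscle 5.26, fibroblast 0.17, pericyte 1.75, intestinal epithelium 0.21, goblet -1.78, enteroendocrine 0.52, cycling 0.32, Paneth -2.81, extracellular matrix 0.34, hypoxia and glycolysis 0.47 and heat shock and immediate early 0.72. The gene counts (fibroblast) were 74 higher in multilineage. The list medians (fibroblast) were atrial 0.041, nodal 1.31, enterocyte -0.045 (reversed), distal gut -0.11 (reversed), gut niche ligands -0.034 (reversed), cardiac transcription factors 0.055, extracellular matrix 0.32, hypoxia and glycolysis 0.30 and heat shock and immediate early 0.27. The list medians (intestinal epithelium) were atrial 0.029 (reversed), enterocyte 0.00037 (reversed) and heat shock and immediate early 0.60. Each scaling shifts every gene of a comparison by 1 amount, so medians near 0 change sign by construction.

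Under the mean of each cell's CPM, the gene counts (whole library) were 579 higher in gut. The list medians (whole library) were mesothelial -0.048 (reversed), intestinal epithelium -0.44 (reversed), goblet -2.36, enteroendocrine 0.30, gastric epithelium -7.15, hepatocyte -3.40, chondrocyte -0.58 (reversed), intestinal stem -0.32 (reversed), Paneth -3.81, enterocyte 0.94, proximal gut -2.48, distal gut 0.55, gut niche ligands 0.25, extracellular matrix 0.38 and heat shock and immediate early 0.88. The list medians (fibroblast) were distal gut -0.064 (reversed), extracellular matrix 0.47, hypoxia and glycolysis 0.86 and heat shock and immediate early 0.46. The list medians (intestinal epithelium) were enterocyte 0.64 (reversed). With 100 UMIs per list gene, the list medians (whole library) were mesothelial 1.91, pancreatic -6.81, HOX paralogs 1 to 5 0.92 and HOX paralogs 10 to 13 1.76. With 50 UMIs per list gene, the list medians (fibroblast) were atrial 0.0105, intestinal stem 0.036 (reversed) and HOX paralogs 1 to 5 0.42. Of the 579 genes, 361 were among the 367. A UMI minimum leaves fewer genes in a list. Summed counts weigh deep cells more than the mean of each cell's CPM does, by construction. Intestinal epithelium-like cells had a median of 24290 UMIs against 7434 in the whole multilineage library, and 13823 against 11635.5 in the gut library. How far this accounts for the values under the mean of each cell's CPM was not tested.

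In the shared intestinal cluster alone, the gene counts (intestinal epithelium) were 10 higher in gut. The list medians (intestinal epithelium) were atrial 0.012 (reversed), intestinal stem 0.53, enterocyte -0.35, HOX paralogs 1 to 5 -0.26 (reversed) and cardiac transcription factors -0.76. Of the 10 genes, 8 were among the 42. This restriction leaves 67 of the 120 gut cells.

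Averaging each cell's share, the shares were MYH7 in MYH7 and MYH6 8.35%, TNNI3 in TNNI3 and TNNI1 10.7% and MYL2 in MYL2 and MYL7 0.122%. With 1 cycling marker, the counted cycling shares were multilineage all 6.15%, multilineage cardiomyocyte 4.03%, multilineage fibroblast 4.12%, multilineage intestinal epithelium 5.14%, multilineage smooth muscle 3.76%, gut all 4.65% and gut fibroblast 3.20%. With 3 cycling markers, the counted cycling shares were multilineage all 1.79%, multilineage cardiomyocyte 0%, multilineage smooth muscle 0%, gut all 1.39% and gut fibroblast 0.119%. Thinned to 1000 UMIs, the counted cycling shares were multilineage all 1.82%, gut all 1.14% and gut fibroblast 0.119%. Without thinning, the counted cycling shares were multilineage all 4.59%, multilineage cardiomyocyte 1.61%, multilineage fibroblast 2.24% (reversed), multilineage intestinal epithelium 7.88% (reversed), multilineage smooth muscle 1.57%, gut all 4.39%, gut fibroblast 2.37% (reversed) and gut intestinal epithelium 6.67% (reversed). A lower number of markers or deeper cells counts more cells by construction, and for the isoform shares the cause was not tested. Several of the cycling shares rest on 5 or fewer cells.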

Other observations

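The patterns below were picked after browsing many genes across clusters, and the tests were chosen after the results were seen, except the test of cell depth for metallothioneins. Limits used to judge the tests were also set after the patterns were seen, including, for the depth and shared-exposure tests of metallothioneins, after the tested values themselves. All are hypotheses from the same data, with 1 library per group.

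TNNT2, a troponin gene of striated muscle, was at 973 CPM [953, 993] in multilineage smooth muscle-like cells, against 6642 CPM in cardiomyocyte-like and 49.7 CPM in fibroblast-like cells. It was seen in 89.4% of smooth muscle-like and 22.6% of fibroblast-like cells, and in 70.0% and 6.24% after thinning, at median depths of 7500 and 7137.5 UMIs. Free RNA from cardiomyocyte-like cells would bring MYH6, TTN and NPPA in proportion, and the largest of these allows 2.08% of the TNNT2 level, which argues against it as the main source. Other cardiac genes stood higher, with MYL7 at 285 CPM (3.27% of the cardiomyocyte-like level, seen in 52.6% of cells) and ACTC1 at 665 CPM (6.49%, 65.3% of cells). Taken alone, these would allow 22.4% and 44.3% of TNNT2, but free RNA would raise MYH6 and TTN to the same part of their level. Doublets or misplaced cardiomyocytes would carry MYH6, TTN or NPPA, yet 12.3% of the smooth muscle-like cells with TNNT2 had a UMI of any of these 3, against 99.1% of cardiomyocyte-like and 10.9% of fibroblast-like cells. The level differed between the smooth muscle-like clusters, at 1039, 1557 and 234 CPM in clusters 0, 9 and 10. In the gut library the 36 smooth muscle-like cells held 76 TNNT2 UMIs (240 CPM, [189, 300]) and 0 of MYH6, TTN, MYL7 and NPPA. They also held 47 ACTC1 UMIs (148 CPM, [109, 197], 16.7% of cells), against 0.228 CPM in gut fibroblast-like cells. A candidate explanation is that smooth muscle-like cells of these organoids make TNNT2 and ACTC1, and in the multilineage library MYL7, themselves. Cells between the 2 classes stay open. With another random seed 232 cells of cluster 3 moved to this class, so its border with cardiomyocyte-like cells is not sharp.

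HOXA3 to HOXA7 together had 107 UMIs in multilineage and 8 in gut fibroblast-like cells, a ratio of 16.6 [8.13, 39.4]. HOXA10, HOXA11 and HOXA13 together had a ratio of 1.59 [1.27, 1.98] and HOXB2 to HOXB7 of 1.18 [1.07, 1.30] in the same cells, which argues against depth or scaling as the cause. The lowest multilineage fibroblast-like cluster lay at 12.8 CPM and the highest gut one at 1.69 CPM, a ratio of 7.53. Because these clusters split almost fully by library, this restates the difference between libraries, and a different mix of fibroblast-like cells cannot be told apart from a change within them. Free RNA from smooth muscle-like cells, scaled by ACTG2, allows 0.578 CPM of the 15.1 CPM seen. The intestinal epithelium-like cells went the same way in summed counts, with 119 against 1 UMIs (15.4 and 0.572 CPM). So did all kept cells with 474 against 26. The medians of the HOX lists in the intestinal epithelium-like cells are not resolved, because several genes lay at the floor. In the shared intestinal cluster the median of paralogs 1 to 5 reversed to -0.26. A different position along the body axis in the organoids of the 2 libraries may explain this, as may a difference between the cultures that has nothing to do with the organoid kind. With 1 library each, these were not tested.

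Metallothionein transcripts took 9.58% of the UMIs of multilineage and 5.48% of those of gut intestinal epithelium-like cells, a ratio of 1.75. Among the 82 multilineage cells no deeper than the gut upper quartile of 17140 UMIs the ratio was 1.64, which argues against deeper cells as the cause. In the cluster shared by both libraries it was 3.34 (9.57% and 2.86%), which argues against the mix of clusters 6 and 17. The gut cells of cluster 17, which held 53 gut and 2 multilineage cells, stood at 10.0%, however. Metallothioneins are among the leading genes of the shared cluster itself. At resolution 2 its cells lay mainly in a cluster led by LCN15 and metallothioneins (173 multilineage and 32 gut cells) and another led by RBP2 and APOA1 (117 and 35). A different mix within the shared cluster therefore stays open. An exposure shared by all cells of the organoid cannot be told apart from a change in these cells. In fibroblast-like cells the ratio was 0.730, but at 0.0599% and 0.0821% of UMIs, a level low enough that it could be free RNA.

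Ribosomal protein transcripts took 9.74 percentage points more of the UMIs in the gut library. Within fibroblast-like cells the difference was 6.70 points (30.5% and 37.2%), and within the shared intestinal cluster 5.08 points (34.4% and 39.5%). The fibroblast-like cells of the libraries lie in separate clusters, so the shared cluster carries more weight. A different mix of cell classes is therefore not the whole cause, though these values leave room for it to be part of it. A library effect, such as handling or the state of the cells, may account for the rest and was not tested, since each kind of organoid has 1 library.

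Pancreatic-like cells were 48 of the 956 gut cells in epithelial clusters (5.02%). At that share 17.3 would be expected among the 344 multilineage epithelial cells and 0 were seen, which argues against fewer sampled epithelial cells as the cause. With called doublets kept, 1 multilineage cell (0.0289% of the library) joined the class. Pancreatic enzymes had 205 UMIs in the multilineage and 43602 in the gut library, and 0 and 137 cells had UMIs of 3 or more of them. The gut count exceeds the 48 pancreatic-like cells, and free RNA could add cells to it. That the organoid kinds differ in pancreatic-like cells is a hypothesis that more libraries would have to test.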
